# Mastication stimuli regulate the heartbeat rate through rhythmic regulation by the hypothalamic-autonomic system; molecular and telemetric studies in weaning-stage rats

**DOI:** 10.3389/fnins.2023.1260655

**Published:** 2023-09-14

**Authors:** Seonmi Lee, Ryota Tochinai, Akihito Yasuoka, Toshitada Nagai, Yoshikazu Saito, Masayoshi Kuwahara, Keiko Abe, Tomiko Asakura

**Keywords:** mastication, weaning, hypothalamus, transcriptome, heartbeat rate, autonomic nerve

## Abstract

Mastication stimuli have been demonstrated to affect memory function and autonomic nerve activity; however, this process has not been well studied during weaning compared to old age. Previously, we conducted molecular analyses of the thalamus and hippocampus to elucidate the mechanisms underlying this memory-enhancing effect in weaning-stage rats. In this study, we aimed to evaluate the effect of masticatory stimuli on the regulation of heartbeat rate (HR) through the hypothalamic-autonomic system. Three-week-old male rats were administered a powdered diet (P group) or chow-diet (C group) for 10 days. Thereafter, transcriptome analysis was performed. Vasopressin, cocaine-amphetamine-regulated transcript prepropeptide, corticotropin-releasing hormone, and thyrotropin-releasing hormone, which are involved in sympathetic activation of heart rate, were downregulated in the C group. Electrocardiograms were recorded continuously for 12 days under the same condition. Interestingly, rats in the C group had a significantly lower HR than those in the P group on day 11. We checked several parameters representing the autonomic regulation of HR. The C group had higher values for the high-frequency band integration of the HR power spectrum (parasympathetic marker) and root mean square successive difference of R-wave intervals (parasympathetic marker) relative to the P group. Such findings provide a molecular and physiological basis for understanding the regulation of cardiovascular function in response to masticatory stimuli in the autonomic nervous system.

## 1. Introduction

Mastication is a mechanical digestive process that involves jaw and oropharyngeal muscle movements. These movements are regulated by motor nerves with the aid of mechanosensory feedback from the teeth, oropharyngeal epithelium, and muscle sensory organs. These sensory inputs are primarily processed in the medulla oblongata to regulate rhythmic reflex movement of the jaw and are transmitted through tertiary or higher neurons to the thalamus to regulate mastication-triggered physiological responses (Fujita et al., 2017; Yoshida et al., 2022). This sensory information, including both mechanical and chemical stimuli, is well known to play a major role in regulating the digestive system, from the thalamus to the hypothalamic descending pathway (Dhillon et al., 2017; Sato et al., 2019; Nakamura et al., 2022; Doyle et al., 2023). However, several physiological outcomes that are unrelated to the digestive system have been reported.

One of the physiological outcomes that is unrelated to the digestive system is the memory-enhancing effect of mastication stimuli, which is mainly studied in elderly people with reduced mastication motion (Yamamoto et al., 2008; Ono et al., 2010; Chen et al., 2015). Notably, in the weaning stage, animals start to eat a solid diet (Patten et al., 2013; Piancino et al., 2020). Previously, we analyzed the thalamus and hippocampus in weaning-stage rats with special reference to gene expression and neuron micromorphology; this is because the brain at this stage is under the rearrangement of memory function, ultimately preparing for the inevitable nutritional independence, from breastfeeding to autonomous eating. When rats were administered powdered (P group) or chow diet (C group) for 1 week, gamma-aminobutyric acid (GABA) receptor signaling was found to be upregulated and the dendritic spine number in the thalamus decreased in the C group (Ogawa et al., 2018). In a subsequent study, insulin-like growth factor 2 (IGF2)-dependent cellular signaling was upregulated and a larger branch number of apical dendrites was found in the hippocampus of C group rats (Yasuoka et al., 2022). Our findings, in addition to those of other related studies suggest that short-term mastication stimuli in weaning-stage animals are necessary to rearrange the synapses in the thalamus and hippocampus, and are accompanied by an increase in GABA neuron activity in the thalamus, and growth factors, IGF2, and brain-derived nerve growth factor signaling in the hippocampus (Yamamoto et al., 2008; Sunariani et al., 2019).

The other remarkable physiological outcome of mastication stimuli is the effect on heart rate (HR), which might be mediated by the hypothalamic-autonomic (HA) descending pathway. In human studies, HR was demonstrated to increase (HR) within 1 min in response to short-term (< 10 min) chewing gum, and decrease within 1 min after chewing stopped (Hasegawa et al., 2009). The dependence of this response on autonomic regulation can be phenotypically explained by a study on patients with efferent autonomic failure (AF) and *familial dysautonomia* (FD), where a significant reduction in HR was observed in patients with AF, whereas a significantly higher increase in systolic blood pressure in response to chewing gum (SBP) was found in patients with FD (Mora et al., 2015). Humans and animals intermittently masticate food during their awakening time, and the accumulated effects of these stimuli on HA and the subordinate organs and heart have not been well studied in terms of molecular biology and electrophysiology. Here, we performed transcriptome analysis of the hypothalamus and three-week continuous recording of the cardiac potential in weaning-stage rats. Based on our findings, it was suggegsted that rhythmic mastication stimuli were necessary to maintain gene expression related to blood pressure regulation in the hypothalamus and a lower HR during post-weaning animal growth.

## 2. Materials and methods

### 2.1. Animals and breeding method

Three-week-old male Wistar rats (CLEA Japan, Tokyo, Japan) were administered powdered feed and water *ad libitum* for 2 days for acclimatization (Figure 1A). Thereafter, the rats were divided into two groups of equal weight: group one was administered powdered feed (powder, P group) while group two was administered solid feed (chow, C group). These feeds were the same as those used in a previous study (Ogawa et al., 2018). Cages, bedding, and water supplies were designed to avoid chewing, except during dietary consumption. Each cage comprised two standard polycarbonate cages. The beds were fabricated using soft paper chips (EcoChips; CLEA, Japan). Water was administered using a water-absorbent sponge (KS SE10 car wash sponge, Cellulose; Komeri, Niigata, Japan) in a feeding container. A telemetric recording experiment was performed under the same conditions. Two experiments were performed (Figure 1A, Exp. 1 and 2). In Exp. 1, the rats were first fed powder diet for 2 days (acclimatization) and subjected to conditioned feeding for 8 days. In Exp. 2, telemetry transmitters were implanted on day −2, and electrocardiograms were recorded from days −2 to 20. The rats were continuously fed and their body weight and food intake were measured daily until day 20. These experiments were conducted in accordance with the Animal Experimentation Guidelines of the University of Tokyo and were approved by the Institutional Animal Care and Use Committee of the Graduate School of Agricultural and Life Sciences at the University of Tokyo (submission numbers P19–112 for telemetric recording and P17–087 for transcriptome analysis).

**Figure 1:**
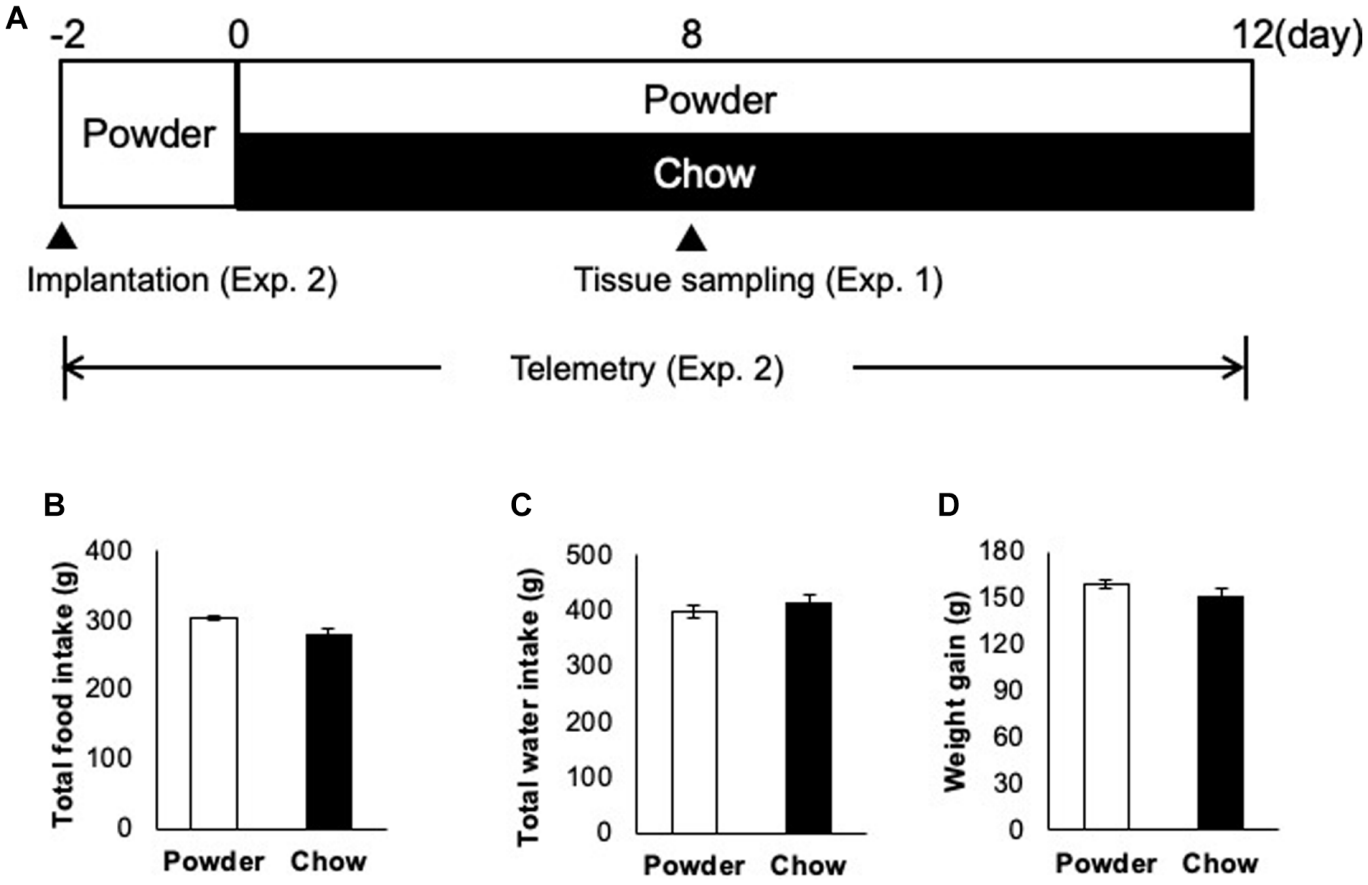
Animal-raising schedule and apparatus. **(A)** Time course of the experiment. In experiment 1 (Exp. 1), 3 week-old male rats (*n* = 5) were acclimatized from days −2 to 0 with a powder diet, raised under different mastication conditions (powder diet and chow diet) from days 0 to 8, and sacrificed on day 8. In experiment 2 (Exp. 2), rats (*n* = 3) were implanted with transmitters on day −2, acclimatized from day −2 to 0, and the heart muscle potential was measured under the same conditions used in Exp. 1 from day 0 to 12. **(B)** Total food intake from days 0 to 20 (time of sacrifice). **(C)** Total water intake from day 0 to 22. **(D)** Total weight gain over 22 days (days 0 to 22).

### 2.2. Transcriptome analysis

After breeding for 8 days, 10 rats (*n* = 5/groups) were anesthetized with isoflurane (Wako Pure Chemical Industries, Osaka, Japan) during the dissection process. Thereafter, the hypothalamus was extirpated and preserved at −80°C. Total RNA was extracted using TRIzol Reagent (Thermo Fisher Scientific, Waltham, MA, United States) and purified using an RNeasy Mini Kit (Qiagen, Hilden, Germany). Transcriptome analysis was performed as described previously (Ogawa et al., 2018). Briefly, Affymetryx GeneChip Rat Genome 230 2.0 Array (Thermo Fisher Scientific) was used and the obtained CEL file was normalized using the statistical software, R Version 2.7.2, with factor analysis for robust microarray summarization. Hierarchical clustering was performed using the signal values of the normalized probe set. Two groups were compared using the rank products method in R software, and a probe set with a false discovery rate (FDR) < 0.05 was used to identify differentially expressed genes (DEGs). All microarray data were submitted to the Gene Expression Omnibus database of the National Center for Biotechnology Information^1^. Gene ontology (GO) analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID).^2^ GO terms, where the EASE scores were normalized using multiple comparisons with Benjamini and Hochberg FDR values <0.05, were determined to be significantly enriched.

### 2.3. Telemetry of electrocardiograph and locomotor activity

Electrocardiographic (ECG) body temperature and locomotor activity were recorded in six male Wistar rats (Charles River Laboratories, Kanagawa, Japan). Rats were singly housed in plastic cages in a controlled environment [light–dark cycle 12 h (8:00–20:00)/12 h (20:00–8:00), temperature 24°C] in a thermostatic chamber (MIR-553, Sanyo, Osaka, Japan) with *ad libitum* access to laboratory basal feed and tap water. At 3 weeks-old, immediately after weaning, a small telemetry device (weight = 3.9 g, volume = 1.9 cc; TA10ETA-F20, Data Sciences International, MN, United States) was used to transmit ECG and body temperature. Locomotor activity data were implanted into the dorsal subcutaneous region under systemic anesthesia with isoflurane. The paired wire electrodes of the telemetry device were placed under the skin of the dorsal and ventral thorax to record the apex-base (A-B) lead ECG. Two days after surgery, the animals were divided into the P group and C group (*n* = 3/groups).

ECG signals were recorded from each rat in a cage placed on a signal-receiving board (RA1610, Data Sciences International, MN, United States). ECG data were continuously sampled at 1 ms intervals, and all data analysis of the ECG-wave components was performed using an ECG analysis system (LabChart v8, ADInstruments, New Zealand). During the recording period, body weight, food intake, and water intake were measured daily at 12:00.

### 2.4. Temporal time-course analysis of heart rate variability, locomotor activity, and body temperature

Changes between successive intervals, known as heart rate variability (HRV), can be used as indices of autonomic nervous function. Generally, two main mathematical methods are applied to the analysis of HRV: (A) methods belonging to the time domain and (B) methods belonging to the frequency domain (Kuwahara et al., 1994 and Shaffer and Ginsberg, 2017). In the time domain analysis, the Standard Deviation of the R wave-R wave intervals (SDRR) reflects stimuli from both sympathetic and parasympathetic nervous activity, and the Root Mean Square Successive Difference of R wave-R wave intervals (RMSSD) reflects parasympathetic nervous activity. In the frequency domain analysis, two major spectral components, low frequency (LF:0.1–1.0 Hz) and high frequency (HF:1.0–3.0 Hz), were detected, followed by the LF/HF ratio, which serves as an index of balance between sympathetic and parasympathetic nervous activity in rats. In this study, temporal changes in HRV, locomotor activity, and body temperature were analyzed on days 1, 3, 5, 8, 10, 11, and 12 after conditioned feeding. The average frequency component of the RR interval (LF and HF) based on the Lomb-Scargle Periodogram every 1 min, and the average SDRR and RMSSD every 5 min were calculated using the HRV module (Labchart Pro, ADInstruments, New Zealand). Locomotor activity and body temperature were recorded using the same telemetry implants, and the average value for every 1 min was calculated using an analysis software (Labchart, ADInstruments, New Zealand). The average value of each parameter was calculated for each light and dark period. Data from 12:00 to 15:00 during the light period were excluded from the analysis due to the influence of rearing management operations. The average five-minute SDRR was plotted on the *X*-axis and RMSSD on the *Y*-axis, and the correlation between HRV and parasympathetic nerve activity was analyzed using Pearson’s correlation coefficient.

### 2.5. Statistical analysis

Repeated two-way analysis of variance (ANOVA) was used to examine dependency of the parameters on group, and day factors. Data were also analyzed using Student’s *t*-test. The data are expressed as mean ± SEM. There were extremely high values (> 200) in LF and HF data occupying 0.62% on average. These values seemed to be caused by environmental factors because the distribution of values along time line completely matched between LF and HF data. These values were excluded from the analysis. Especially, the LF and HF data of rat 1 (powder group) day 5 dark period contained many extreme values and no values (14%), therefore all data for day 5 dark period were not used for statistics.

## 3. Results

### 3.1. Effect of mastication stimuli on the hypothalamic transcriptome

To evaluate the effect of mastication stimuli on the descending pathway from the hypothalamus, 3 week-old male rats were subjected to two feeding conditions: Powder or Chow (P or C) for 8 days (Experiment 1, Figure 1A). Thereafter, DNA microarray analysis of the hypothalamic genes was performed. 

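Hypothalamic RNA of 10 male rats, 5 in the C group and 5 in the P group, was read on 1 array per rat. The deposited values are log2 signals that the authors summarized with factor analysis in R 2.7.2 for 31099 probe sets, of which 57 hybridization controls were left out. Of the remaining 31042 probe sets, 20826 name a single gene, and together they cover 14217 genes. Most probe sets were almost flat over the rats after this summarization: 28736 (92.6%) had a standard deviation below 0.001 and 1391 (4.48%) one above 0.1. All differences below are the C group minus the P group on the log2 scale, with the standard error (SE) of the linear model. Probe sets were called by rank products at a false discovery rate (FDR) below 0.05, as the paper did, and by limma with an adjusted p over all probe sets.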

No differences in food intake (Figure 1B), water intake (Figure 1C), or body weight gain (Figure 1D) were found between the experimental groups, suggesting that the difference in food texture did not cause significant changes in energy intake and consumption as found in our previous study (Yasuoka et al., 2022). The hypothalamic transcriptomes of the individuals were analyzed and represented in a cluster dendrogram (Figure 2A). 

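Chow 1 and Chow 4 joined each other at a distance of 0.00185 (1 minus the Pearson correlation over all probe sets) and met the remaining 8 rats at 0.00215, while those 8 rats of both diets were already joined at 0.00126. Within them, Powder 2 joined Powder 3 at 0.000874, Chow 2 joined Powder 4 at 0.000908 and Chow 5 joined Powder 1 at 0.000924. Chow 1 and Chow 4 were not each other's nearest rats, as Chow 4 lay 0.000999 from Powder 3 and Chow 1 lay 0.00143 from Powder 2. Their branch stayed with Euclidean distance and with complete linkage. Chow 1 alone formed the smaller branch with the 1000 probe sets of largest variance, with those of mean level above the median, and without Powder 1. The 15 varying genes of leptomeningeal fibroblasts, the collagen-producing cells of the membranes around the brain, stood 0.81 above the average of all arrays in Chow 1 and 0.64 above it in Chow 4. In Chow 2, Chow 3 and Chow 5 they stood at -0.20, -0.38 and -0.20, and in the P group between -0.63 and 0.39. Hcrt, the orexin precursor, read 9.94 in Chow 1 and 10.57 to 10.95 in the other 4 C rats. Rats of different diets lay 0.00150 apart on average and rats of the same diet 0.00158 (exact permutation p = 0.5 over all assignments of 5 against 5 rats).

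**Figure D1:**
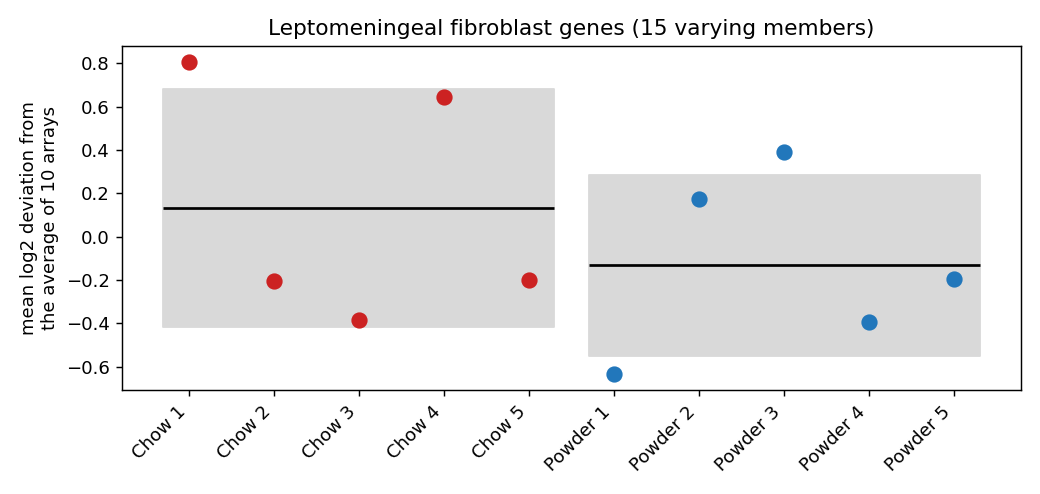
Mean log2 deviation of the 15 varying genes of leptomeningeal fibroblasts in each rat, from the average of all arrays. Lines are group means, and grey bands span 1 standard deviation on either side (5 rats per group).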

The overall segregation of transcriptomes between the C and P groups was not clear; two rats in the C group belonged to one independent branch (Chow 1 and 4), and the others were more evenly distributed among the three branches at lower hierarchies (Chow 2, 3, and 5, and Powder 1 to 5). Nevertheless, the statistical test (FDR < 0.05) revealed 292 (Powder < Chow) and 249 (Powder > Chow) DEGs (Figure 2B). As a result, we identified nine genes related to heart rate regulation (Table 1 and Figure 2B), two and seven of which were upregulated and downregulated, respectively, in the C group. 

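Among genes called higher in the C group, Cga, the alpha subunit that pituitary glycoprotein hormones share, was higher by 1.04 (SE 0.69, 5 rats per group) and Tshb, the thyrotropin beta subunit, by 0.54 (SE 0.28). Vip, a peptide of suprachiasmatic neurons, was higher by 0.60 (SE 0.40), Lysmd4 by 0.89, Ccdc127 by 0.52, Amy1, an amylase, by 0.45, Ttr, the thyroxine carrier of the choroid plexus, by 0.43 (SE 0.56), Cd74, the invariant chain of MHC class II, by 0.42, Arpp21 by 0.41 and Itgav, an integrin subunit, by 0.40. The other probe sets of Itgav, at 0.03 and 4.1e-05, were not called. Called lower were Creg2 at -0.68 (SE 0.47), the peroxisomal membrane gene Pxmp4 at -0.67 (SE 0.44), the MHC class I gene RT1-CE16 at -0.48, the nucleotidase gene Entpd6 at -0.42 (SE 0.30), the troponin gene Tnnt1 at -0.42 (SE 0.25), Uhrf1 at -0.32, Plekhf2 at -0.31, the MHC class II gene RT1-Bb at -0.30 (0.09 and not called by its other probe set), Tmem212 at -0.29 and Zfp420 at -0.28. Tshb was above every P rat in 5 of 5 C rats (exact permutation p = 0.00794, the smallest that 5 against 5 rats can give, and 0.230 after adjustment over the 29 genes named by rule), but it was picked on these rats as a large difference. Of the called probe sets 5 had fully separated groups. Chance gives 0.794% of unselected probe sets, which is no measure for probe sets called on a difference between these groups. Cga was above every P rat in 2 of 5 C rats, at 9.85 in Chow 4 and 8.48 in Chow 5. Tshb was also highest in these rats, at 7.68 and 6.73. It read 6.14 to 6.25 in the other C rats and 6.01 to 6.08 in the P group. Rank products made 294 calls of a higher and 246 of a lower probe set, 540 calls in all with 2 probe sets called both ways, and the probe sets naming a single gene stand for 195 genes called higher and 147 called lower, 3 of them counted in both. The median size of a called difference was 0.15, and 11 calls exceeded 0.5. In some called genes the rats of both diets lay at separate levels, so the mean difference is no graded shift. Lysmd4 read 5.73 to 5.96 or 7.91 to 8.01, Entpd6 8.13 to 8.30 or 9.08 to 9.27, and Plekhf2 7.24 to 7.48 or 8.62 to 8.75. Limma called 0 probe sets (smallest adjusted p = 0.986), with 1100 at an unadjusted p below 0.05 where chance alone gives 1552. Scaling by the within-group SD gave 26 higher and 57 lower calls, rank sums 2 and 6, and a restriction to an SD above 0.1, chosen after seeing the data, 1 and 3. Higher calls numbered 118 without Chow 1, 132 without Chow 4, 49 without both and 164 without Powder 1, and lower calls 132, 126, 156 and 113 without Powder 1, Powder 2, Powder 4 and Powder 5. With 1 rat left out, the difference nearest 0 was 0.45 for Cga, 0.27 for Tshb and -0.38 for Creg2 (without Chow 4), 0.12 for Ttr, 0.20 for Amy1 and -0.28 for Pxmp4 (without Chow 3), 0.20 for Cd74, -0.15 for Plekhf2 and -0.17 for Tmem212 (without Chow 1), -0.15 for Uhrf1 (without Chow 5), 0.39 for Vip (without Powder 1), 0.20 for Ccdc127 (without Powder 2) and -0.29 for RT1-CE16, -0.12 for RT1-Bb and -0.14 for Zfp420 (without Powder 5), and Amy1, Uhrf1, RT1-Bb and Zfp420 were called in 8 of 10 cases. Without Chow 1 and Chow 4, Cd74 turned to -0.10 and Plekhf2 to 0.05, neither called. Those rats had the highest Cd74 of all, so leaving them out lowers its C mean by construction. Ccdc127 at 0.41, RT1-Bb at -0.05 and Tmem212 at -0.14 kept their direction without Chow 1 and Chow 4 but lost their calls.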

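Cck, the cholecystokinin gene, and Nmu, the neuromedin U gene, were called higher in the C group, by 0.20 (SE 0.14, FDR 0.00911) and 0.20 (SE 0.20, FDR 0.0170). Oxt, which encodes oxytocin, was lower at -0.25 (SE 0.11), with no permuted product as small, and lower in 5 of 5 C rats than the mean of the P group. Hcrt, the orexin precursor of lateral hypothalamic neurons, was called at -0.23 (SE 0.18, FDR 0.00471), Pmch, the precursor of melanin-concentrating hormone, at -0.21 (SE 0.11, FDR 0.00333) and Crh, the releasing hormone of corticotropin, at -0.18 (SE 0.16, FDR 0.00526). Avp, which encodes vasopressin, followed at -0.13 (SE 0.22, FDR 0.0159), Cartpt, a peptide precursor of arcuate neurons, at -0.10 (SE 0.05, FDR 0.0136) and Trh, the releasing hormone of thyrotropin, at -0.09 (SE 0.08, FDR 0.0416). All 9 genes, with 5 rats per group, thus passed rank products, 2 higher and 7 lower, and as the study chose them among its calls on these rats their count is not independent evidence of a direction. Rank sums and scaling by the within-group SD each called 0 of the 9, and the restriction to an SD above 0.1 0 of 8. By limma 0 of the 9 passed, over all probe sets or adjusted over the list alone (smallest adjusted p = 0.298, for Oxt, Pmch and Cartpt alike), and 1, Oxt, had an unadjusted p below 0.05, at 0.0402.

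**Figure D2:**
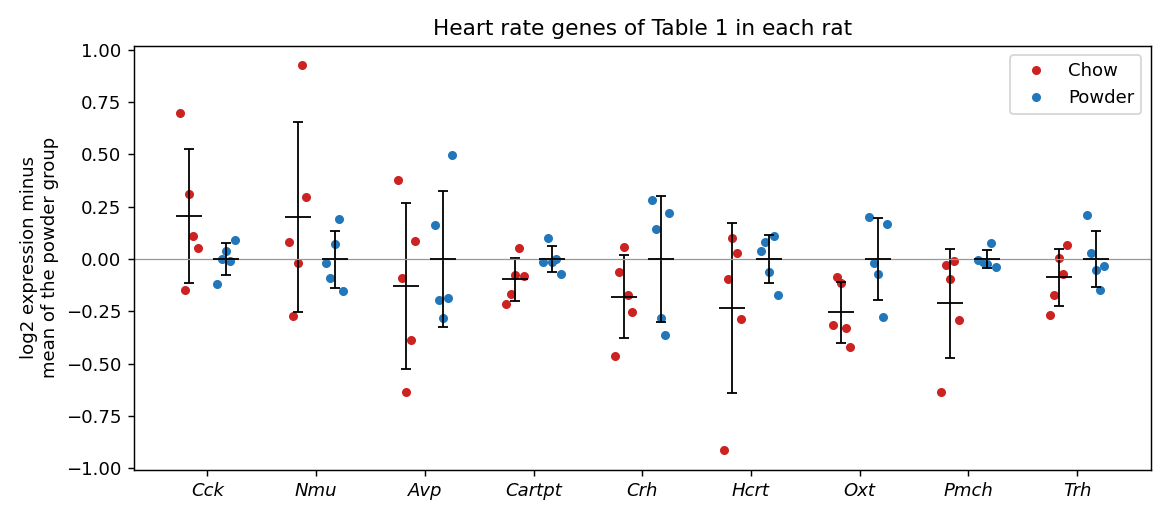
Log2 expression of the 9 genes of Table 1 in each rat, from the mean of the P group. Horizontal lines are group means and bars 1 standard deviation (5 rats per group).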

All genes encode hormones that regulate the heart rate through the autonomic system and peripheral organs. 

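Pmch was below the P mean in 5 of 5 C rats, Cartpt and Crh in 4 of 5, and Avp, Hcrt and Trh in 3 of 5, while Cck was above it in 4 of 5 and Nmu in 3 of 5. Single rats carry part of these differences. Pmch, whose peptide is made in the lateral hypothalamus, read 12.44 in Chow 1 and 12.79 to 13.07 in the other C rats, Cck, a satiety peptide, 9.45 in Chow 1 and 8.61 to 9.07 in the others, and Nmu 7.45 in Chow 4 and 6.25 to 6.82 in the others. Chow 1 also stood apart in the 4 varying genes of cortical and hippocampal neurons. Their mean deviation was 0.63 in Chow 1, -0.17 to -0.01 in the other C rats and -0.19 to 0.03 in the P group. The exact permutation p was 0.0397 for Oxt, 0.0635 for Pmch, 0.103 for Cartpt, 0.206 for Cck, 0.254 for Hcrt, 0.294 for Crh, 0.341 for Trh, 0.444 for Nmu and 0.587 for Avp (5 against 5 rats), and after adjustment over the 9 genes the smallest was 0.286, for Oxt and Pmch, so that 0 of the 9 passed. Leaving out 1 rat at a time, rank products called Oxt and Pmch in 10 of 10 cases, Cartpt and Hcrt in 9, Cck in 8, Crh and Nmu in 7, Avp in 6 and Trh in 3. Hcrt differed by -0.06 without Chow 1, Nmu by 0.02 without Chow 4, Cck by 0.08, Pmch by -0.11 and Crh by -0.11 without Chow 1, Trh by -0.04 without Powder 1, and Avp by -0.0027 without Chow 3 and -0.0052 without Powder 5. Without Chow 1, rank products called 5 of the 9 genes, and without Chow 1 and Chow 4 they called 4.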

The regulatory effect of the genes on heartbeat rate could be predicted based on their gene expression levels in the experimental groups; six genes (*Cck*, *Avp*, *Cartpt*, *Crh*, *Hcrt*, and *Trh*) were downregulated, and three genes (*Nmu*, *Oxt*, and *Pmch*) were upregulated (Table 1). 

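Genes of the glucocorticoid response term split into 9 called higher in the C group and 3 called lower. Higher were Igfbp2, an IGF binding protein, by 0.33 (SE 0.48, 5 rats per group), Sult1a1, a phenol sulfotransferase, by 0.30 (SE 0.20), Lcat, which esterifies cholesterol, by 0.24 (SE 0.15), Mgp, the matrix Gla protein, by 0.23 (SE 0.11) and Ptgds, the prostaglandin D synthase of the leptomeninges, by 0.18 (SE 0.48). Lower beside Oxt were the complement gene C3 at -0.17 (SE 0.19) and the transaminase gene Got1 at -0.07 (SE 0.05). In a separate list of 17 glucocorticoid-responsive genes, of which the supplementary table holds 0, Mt2A, a metallothionein, was called higher by 0.23 (SE 0.13) and Sgk1, a kinase gene induced by corticosterone, by 0.17 (SE 0.12), and 15 were not called. Limma's camera put that list higher in the C group (adjusted p = 0.0104), with adjusted p = 0.602 with an estimated correlation, and 11 of its members varied by less than 0.001. The mean of its 4 varying members was 0.13 higher in the C group and was above every P rat in 4 of 5 C rats (exact permutation p = 0.0397, and 0.762 after adjustment over the 24 lists scored). Among genes of leptomeningeal fibroblasts, 14 of 19 were called higher and 0 lower (adjusted p = 0.000344 by camera, and 0.602 with an estimated correlation), Col3a1, a fibrillar collagen, by 0.36 (SE 0.34), Col1a2, another, by 0.35 (SE 0.41) and Ogn, a matrix proteoglycan, by 0.32 (SE 0.48). The supplementary table holds 9 of these 19 genes, and the list was highest in Chow 1 and Chow 4. Without Chow 1 and Chow 4 it turned lower in the C group (camera adjusted p = 0.775). Leaving out the highest rats of the C group alone lowers its mean by construction, so this turn decides nothing about the diet. The leptomeningeal list had a camera adjusted p of 0.171 without Chow 1 and 0.0706 without Powder 4. That of the glucocorticoid list was 0.0613 without Chow 5, 0.135 without Powder 1 and 0.109 without Powder 4.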

Functional enrichment analysis of DEGs was performed using Gene Ontology (GO) terms; however, GO terms related to the hypothalamic regulation of autonomic nerves were not found, except GO:0051384, Response to glucocorticoids with Oxt (Supplementary Table S1), which included the oxytocin gene (Table 1). Altogether, differences in mastication stimuli can affect autonomic nerve regulation by the hypothalamus without causing significant changes in the physical parameters.

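Other transmitter genes of the hypothalamus moved in both directions. Besides Vip, Adcyap1, the precursor of the peptide PACAP, was called higher in the C group by 0.09 (SE 0.06, 5 rats per group), and Nts, which encodes neurotensin, was lower at -0.16 (SE 0.10), Vgf, a secretory granule precursor, at -0.08 (SE 0.03) and Tac1, the substance P precursor, at -0.06 (SE 0.02), with 15 of 20 neuropeptide genes not called (camera adjusted p = 0.842). GABA genes were called lower in 3 of 18 cases, Gad2 and Gad1, the synthesizing enzymes, at -0.14 (SE 0.08) and -0.09 (SE 0.07) and Slc32a1, the vesicular transporter, at -0.13 (SE 0.04) (camera adjusted p = 0.291). The 4 varying GABA genes averaged 0.18 in Powder 1 and -0.06 to 0.05 in the other P rats. In the C group they averaged -0.13 to 0.08. Catecholamine genes were called higher in 2 of 17, the dopamine transporter gene Slc6a3 by 0.23 (SE 0.37) and Th, tyrosine hydroxylase, by 0.14 (SE 0.25) (camera adjusted p = 0.291). Over the 6 varying catecholamine genes the mean was 0.45 in Chow 3 and -0.20 to 0.19 in the other C rats. In the P group it was -0.24 to 0.19. Fisher's test passed for lower calls in the GABA and neuropeptide lists (adjusted p = 0.00434 and 0.00450). Against a background of varying genes (SD above 0.1) neither list passed (adjusted p = 0.427 for GABA). That limit also left out called genes, Slc32a1 (SD 0.091) of the GABA list and Vgf (SD 0.066) and Tac1 (SD 0.048) of the neuropeptide list. The failure to pass therefore cannot be put down to the background alone. Of 18 peptide receptor genes 1, the thyrotropin-releasing hormone receptor Trhr, was called, at -0.08 (SE 0.06), and of 9 renin-angiotensin and nitric oxide genes 0 (camera adjusted p = 0.799 for both). Immediate early genes, marks of recent neuronal activity, split into Egr4 at 0.23 (SE 0.24) and Fos at -0.13 (SE 0.13), with 13 of 15 not called (camera adjusted p = 0.383). The mean of their 4 varying members was 0.46 in Chow 1, -0.19 to 0.09 in the other C rats and -0.11 to 0.03 in the P group. As a set, the genes of Table 1 had a camera adjusted p of 0.153, lower in the C group. The paper states that the effect on heart rate could be predicted from the expression of the Table 1 genes in both groups. Its Table 1 lists a sympathetic, parasympathetic or peripheral function for these genes. Among enriched terms the paper names the glucocorticoid response, which holds Oxt, as the exception in finding no term for hypothalamic control of autonomic nerves. Taking its results altogether, it states that a difference in mastication can affect this control, with the physical parameters not significantly changed.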

**Figure 2:**
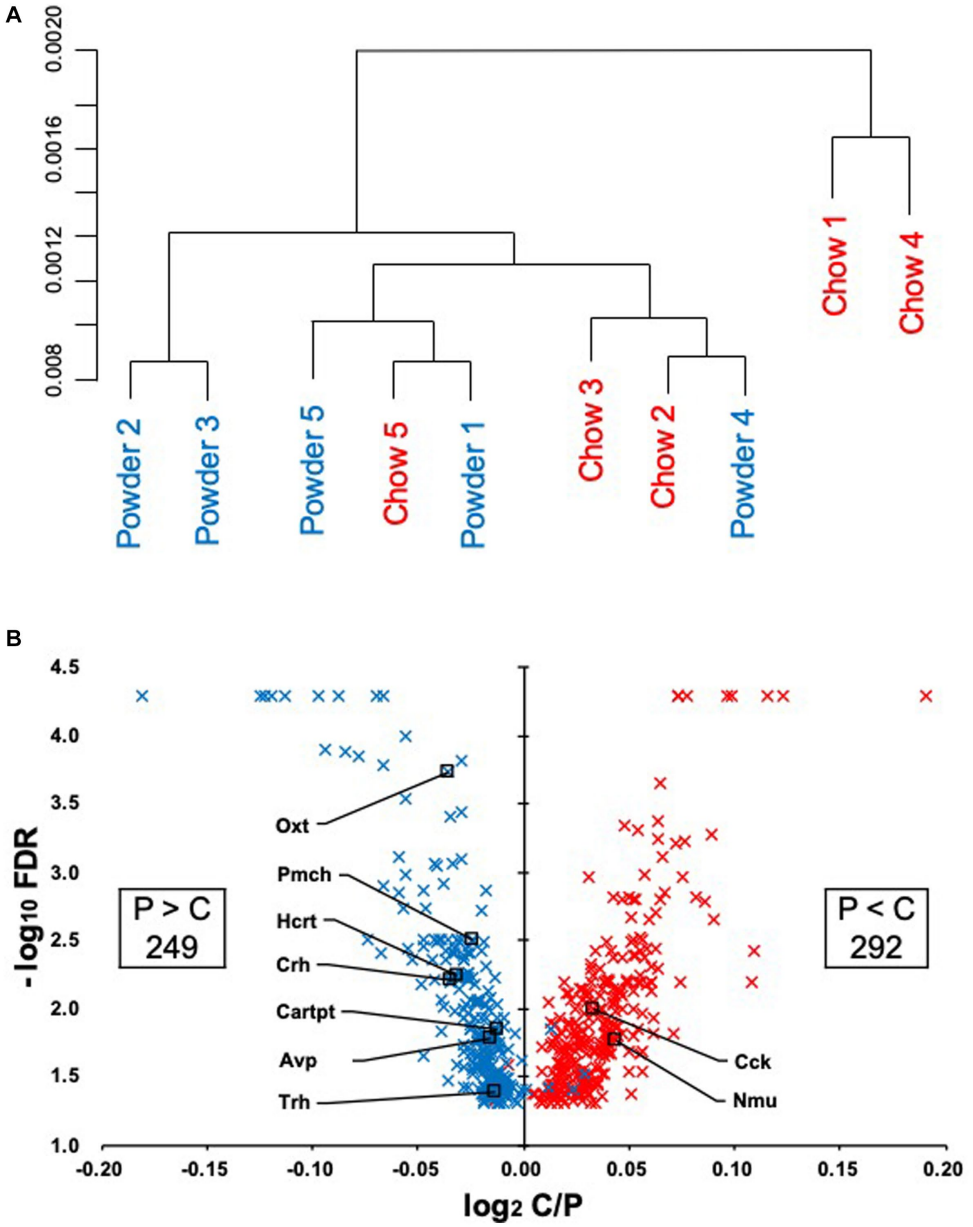
Regulation of the hypothalamic transcriptome by mastication stimuli. **(A)** Five samples from each experimental group (Powder or Chow) were subjected to DNA microarray analysis and represented in a hierarchical cluster. **(B)** The volcano plot of the differentially expressed genes with the number of probe sets showing significant differences in the expression levels between the Powder and Chow groups (FDR < 0.05). Because the genes were extracted by the non-parametric statistics (rank products), some genes were plotted in the opposite quadrant. The FDR values less than 0.0001 were not provided by the program, therefore they were plotted at FDR = 0.00005.

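C10h17orf75 was called lower in the C group by rank products (FDR 0.0312) although its mean was higher there by 0.15 (SE 0.37, 5 rats per group), and Prrt2, a synaptic membrane gene, was called higher (FDR 0.0468) with a mean difference of -0.08 (SE 0.26). Ccdc77 was called in both directions, at an FDR of 0.0372 as higher and 0.0440 as lower, with a mean difference of -0.07 (SE 0.38). Altogether 3 probe sets called higher had a lower mean in the C group, and 5 called lower had a higher mean.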

**Table 1:** Hypothalamic DEGs related to autonomic nerve regulation.

Gene symbol	Gene name	Expression	Function	Heart beat rate regulation in C-group
Cck	Cholecystokinin	*P* < C	Parasympathetic	Down
Nmu	Neuromedin U		Sympathetic	Up
Avp	Arginine vasopressin	*P* > C	Sympathetic, peripheral	Down
Cartpt	Cocaine-amphetamine regulated transcript prepropeptide		Sympathetic	Down
Crh	Corticotropin-releasing hormone		Sympathetic, peripheral	Down
Hcrt	Hypocretin neuropeptide precursor		Sympathetic	Down
Oxt	Oxytocin/neurophysin 1 prepropeptide		Parasympathetic, peripheral	Up
Pmch	Pro-melanin-concentrating hormone		Parasympathetic	Up
Trh	Thyrotropin releasing hormone		Sympathetic	Down

### 3.2. Effect of mastication stimuli on the physiological parameters related to autonomic nerve regulation

Based on the significant changes in hypothalamic genes, we aimed to determine the physiological outcomes of autonomic nerve regulation by mastication stimuli. Accordingly, we subcutaneously implanted the heart muscle potential probe into rats during the acclimatization period. The animals were maintained under the same condition used in the transcriptome analysis, and the electrocardiogram was measured for 22 days (Exp. 2, Figure 1A). Because the stability of recording began to decrease after day 15, only the data from day 0 to 12 were analyzed. We measured rat movement (activity) by calculating the rate of change in the radio wave strength. In the one-day trace of activity on day 8, major peaks were observed at 20–23 h and 3–8 h (Figure 3A). When the values were averaged during the light and dark periods, the C group showed significantly higher activity values than the P group (Figures 3B,C). For HR, a significantly lower average value was found for the C group during the light period on day 11 (Figure 3D). The repeated two-way ANOVA of HR data detected the dependency of HR values not only on the group factor but also on the day factor (Figure 3D inset table). Because both C and P group exhibited decrease of HR through the experimental period, these may have arisen from the development of heart function during the post-weaning maturation. These results indicate that masticatory stimuli can alter animal HR, possibly via autonomic nerve regulation. We examined several parameters related to the mode of HR regulation that can be interpreted as sympathetic and/or parasympathetic activity. The low-frequency (LF) and high-frequency (HF) band integration of the heartbeat rate power spectrum and their ratio (LF/HF) are conventional tools for assessing autonomic regulation of HR. A higher LF represents autonomic activation and a higher HF represents parasympathetic dominance of heartbeat regulation (Kuwahara et al., 1994). We detected significant dependencies of LF values on the group factors (Figures 4A,B), and significantly higher average HF values on day 3 dark period, and on day 10 (Figures 4C,D); however, no significant difference was found for LF/HF (Figures 4E,F). The SDRR within 5 min and RMSSD within 5 min are parameters that reflect the fluctuation of heartbeat regulation in the time domain. SDRR has been demonstrated to reflect total autonomic nerve activation, and RMSSD is useful for detecting the dominance of parasympathetic nerve (Shaffer and Ginsberg, 2017). Interestingly, the average SDRR values did not show any between-group differences (Figures 5A,B), while the average RMSSD values of the C group were significantly higher than those of the P group during the light and dark periods (Figures 5C,D). As these parameters represent the disturbance of heart rate periodicity, we tested the linear independence between SDRR and RMSSD by plotting each value obtained every 5 min from six rats. A relatively high correlation coefficient (*r* = 0.70) was observed in the dark period (Figures 5E,F). Such finding indicates that the fluctuation of the heart rate in the time domain and parasympathetic nerve dominance occurred more synchronously in group C during the dark period.

**Figure 3:**
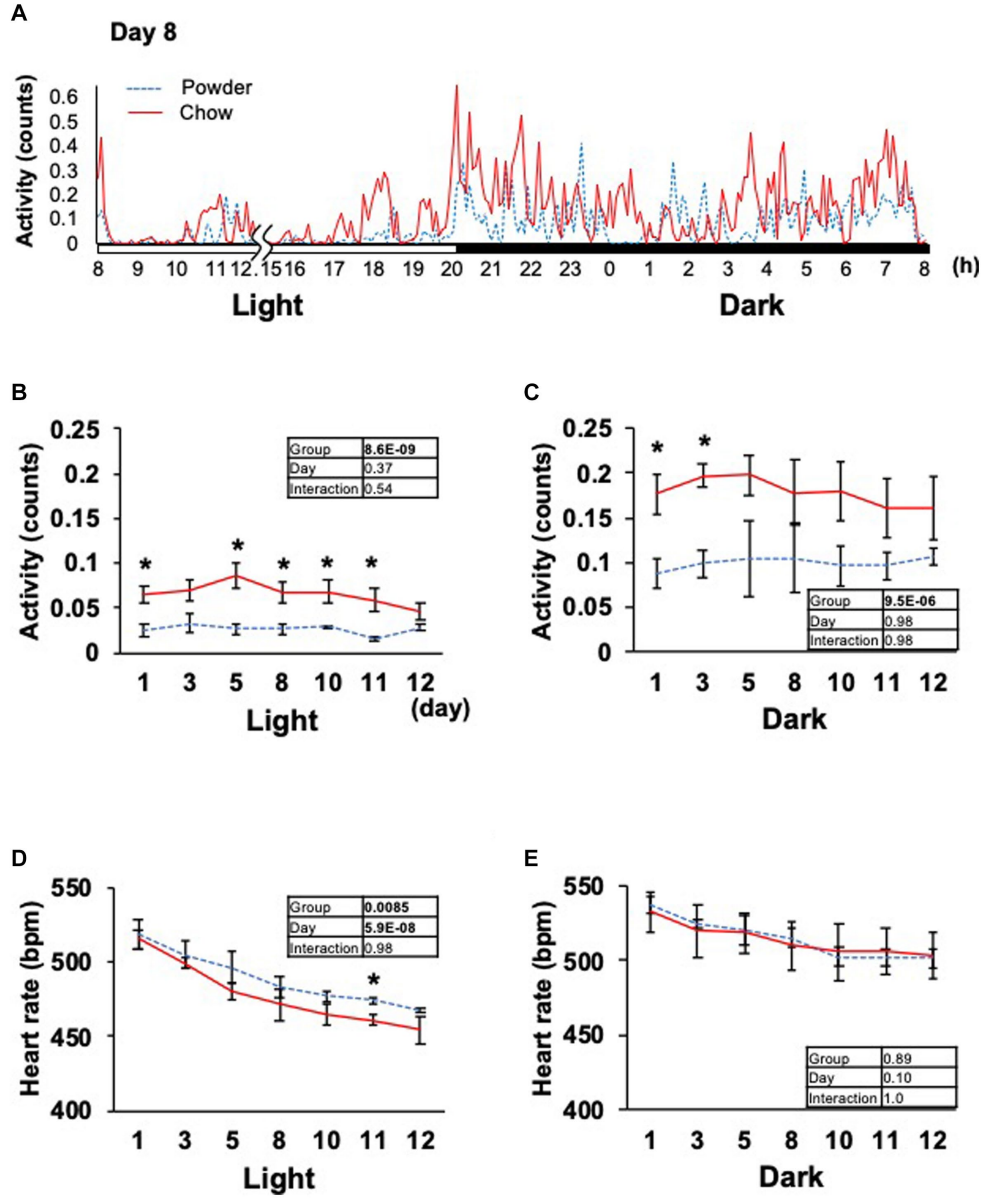
Time course of animal activity and heartbeat rate. **(A)** In-day traces of animal activity within 5 min on day 8. Gaps indicate disturbances in data acquisition due to animal maintenance between hours 12 and 15 (12.15). **(B,C)** Average animal activity during the light or dark period from days 1 to 12. **(D,E)** Averages of the heartbeat rate. Inset tables; The results of repeated two-way ANOVA with significant *p*-values in boldface (*p* < 0.05). *Significant difference was detected using the *t*-test (*p* < 0.05).

**Figure 4:**
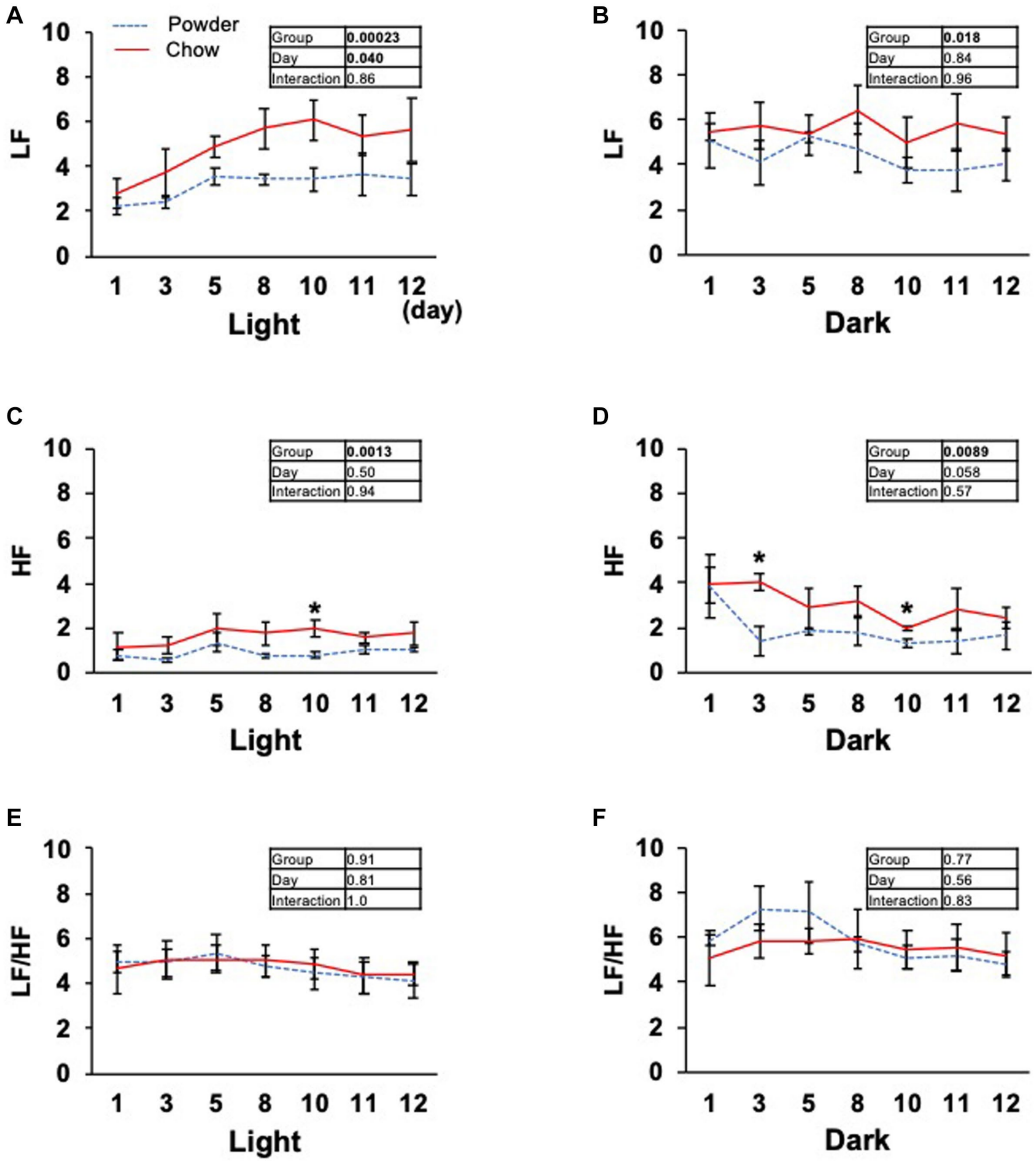
Time course of low frequency (LF), high frequency (HF) band integration, and LF/HF ratio of the heart rate power spectrum. **(A–F)** Average light and dark period data from day 1 to 12. Inset tables; The results of repeated two-way ANOVA with significant p-values in boldface (*p* < 0.05). *Significant difference was detected using the *t*-test (*p* < 0.05).

**Figure 5:**
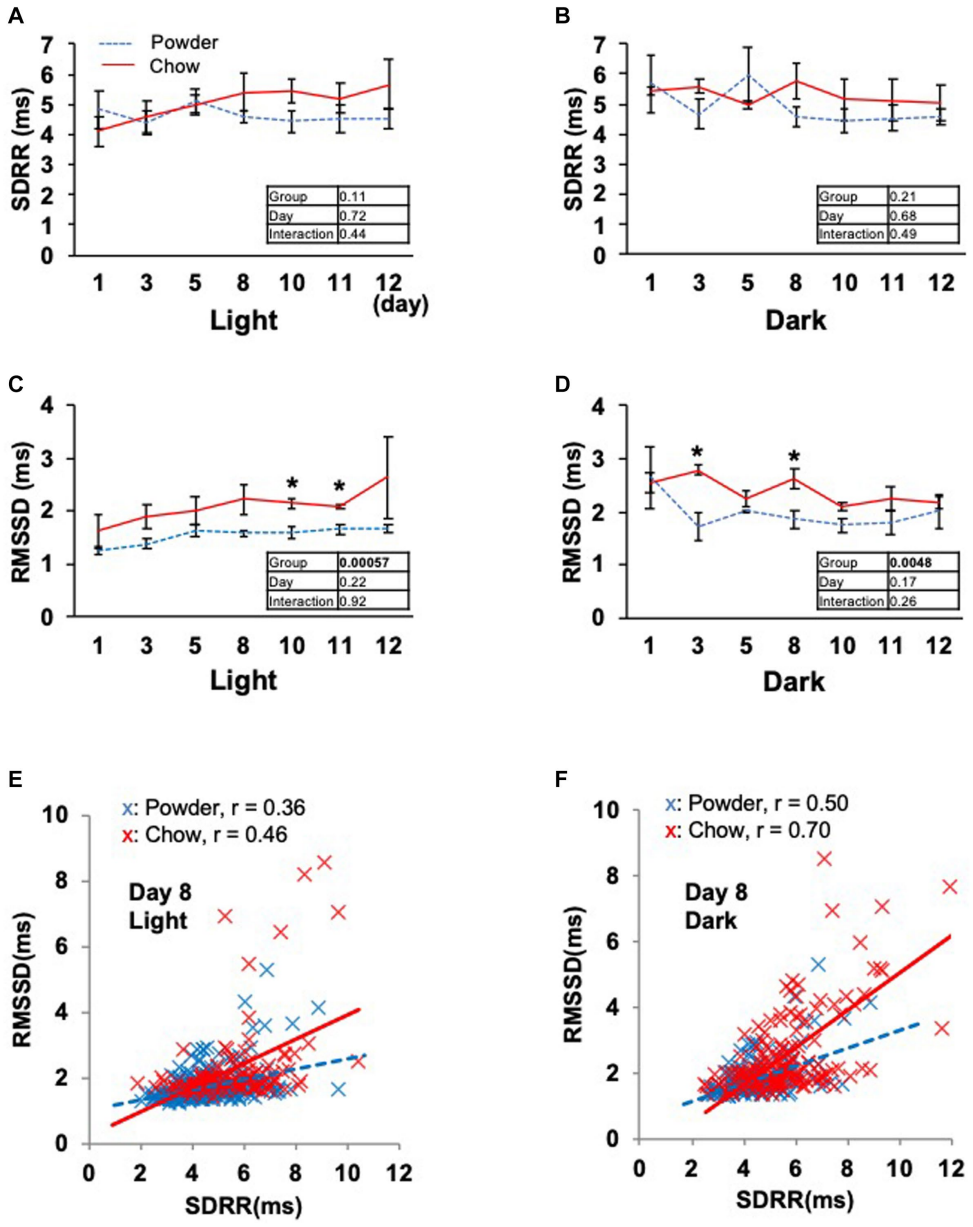
Time course of the heartbeat rate fluctuation indexes. **(A,B)** Averages of the standard deviations of R wave-R wave intervals within 5 min (SDRR) from day 1 to 12. **(C,D)** Averages of the standard deviation of the root mean square successive difference of R wave-R wave intervals within 5 min (RMSSD). Inset tables; The results of repeated two-way ANOVA with significant *p*-values in boldface (*p* < 0.05). *Significant difference was detected using the *t*-test (*p* < 0.05). **(E,F)** Correlation between the SDRR and RMSSD values on day 8 of the light and dark periods. Each dot represents the values obtained every 5 min from six rats. The solid and dotted lines represent linear approximations of the C and P groups, respectively. The Pearson’s correlation coefficient (r) was calculated for each experimental group.

## 4. Discussion

In this study, we elucidated the molecular response of the HA system to mastication stimuli and its physiological outcomes in terms of heart rate regulation in weaning-stage rats. Physical parameters, such as food intake and body weight gain, did not differ between young rats in the experimental groups (Figure 1). Therefore, the difference in diet texture between the powder and chow diet did not cause significant changes in the overall energy income or outgoing of rats. However, transcriptome analysis of the hypothalamus revealed changes in the expression of multiple genes related to heat rate regulation in the HA system (Table 1). As the regulation of hypothalamic genes at the time of sacrifice was partially contradictory (three genes for HR upregulation and six for downregulation), we hypothesized that the physiological phenotype of the rats should be evaluated continuously throughout the experimental period. Accordingly, we measured the cardiac potential for 12 days using a hypodermically implanted probe. This probe also enabled us to monitor animal movement (activity) by differentiating the time course of the radio wave strength. The major peaks of activity were observed at 20–23 h and 3–8 h in the one-day trace of day 8 (Figure 3A), which overlapped with the time distribution of the animals’ feeding behavior reported previously (Ritskes and Strubbe, 2007 and Tilston et al., 2019). The higher activity observed in C group might be associated with the feeding behavior related to the chow diet, for example, the time spent handling and masticating the diet.

Several human studies have been conducted on the autonomic nerve parameters of the heartbeat during mastication, in which an increase in HR, decrease in HF, and increase in LF/HF were reported (Hasegawa et al., 2009; Niizeki and Saitoh, 2016; Ohta et al., 2018). These results suggest sympathetic nerve dominance during short-term mastication. Hasegawa et al. reported that 10 min of chewing gum stimulation upregulated HR within 1 min; however, this increase disappeared after stimuli termination (Hasegawa et al., 2007). In the present study, the average HR significantly decreased on day 11 in the C group (Figure 3D), suggesting the overall dominance of the parasympathetic nerve. Concordantly, higher HF (parasympathetic marker, Figure 4D) and RMSSD (parasympathetic marker, Figures 5C,D) were observed in the C group. The apparent discrepancy between previous human studies (timescale of less than 30 min) and our study (timescale longer than 10 days) may be uniformly interpreted by the correlation analysis between RMSSD representing parasympathetic activation and SDRR representing total autonomic activation. A higher Pearson’s correlation coefficient (*r* = 0.70) was found between RMSSD and SDRR in the C group on day 8 of the dark period (Figure 5F). As the values were calculated from the data averaged every 5 min (5 values/5 min), the coincidence of parasympathetic activation and total autonomic activation may have occurred at a time scale close to 5 min. Accordingly, more frequent upregulation of HR by mastication and its downregulation by the cessation of mastication may have occurred in rats fed intermittently at approximately 20-min intervals (Tilston et al., 2019). Accordingly, the significantly lower HR in the C group (Figure 3D) could be due to the overall dominance of the parasympathetic system. Notably, a lower HR was only observed during the light period, resting, and feeding termination (Figure 3D). To assess the mechanism underlying this cyclic regulation, further biochemical analyses of serum hormone levels, such as corticosterone, corticotropin-releasing hormone (*Crh* product), thyroid hormone (*Trh* product), oxytocin (*Oxt* product), and arginine vasopressin (*Avp* product), should be performed. In conclusion, the decreased HR on day 11 in the C group may have occurred in the following sequence: starting a chow diet on day 1, physiological changes from day 1 to day 8, gene expression changes from day 1 to day 8, and stabilization of the physiological phenotype on day 11 (Figure 6).

**Figure 6:**
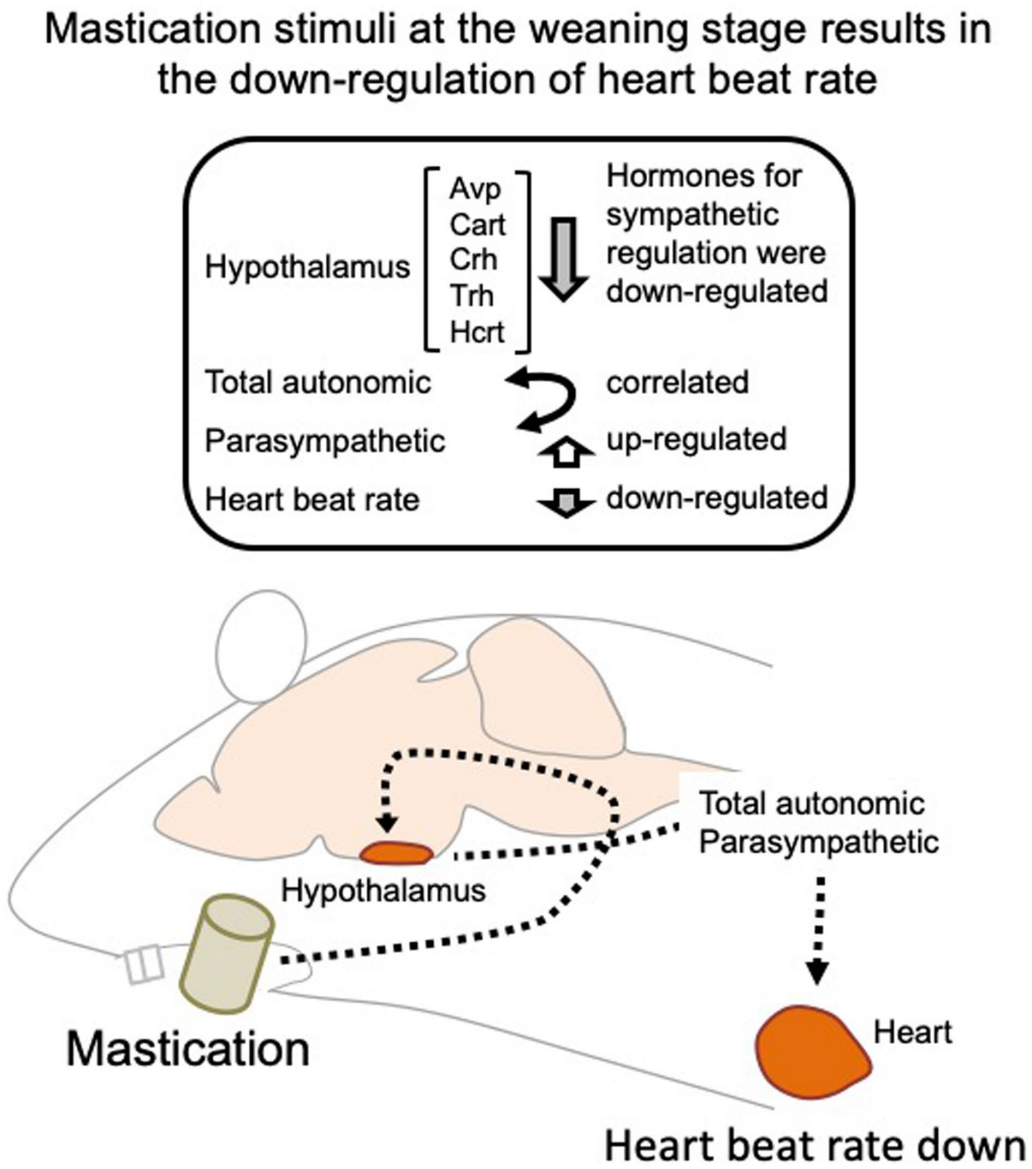
Regulation of the heartbeat rate by mastication stimuli during the weaning period. Intermittent mastication stimuli activate both total autonomic and parasympathetic activation through the hypothalamus, resulting in a decreased heart rate at 5 week-old. Avp, arginine vasopressin; Cart, cocaine-amphetamine-regulated transcript pre-propeptide; Crh, corticotropin-releasing hormone; Trh, thyrotropin-releasing hormone; Hcrt, hypocretin neuropeptide precursor.

In this study, we identified nine DEGs related to blood pressure regulation in the hypothalamus (Table 1). Five of these DEGs, namely *Nmu*, *Avp*, *Crh*, *Oxt*, and *Trh*, are known to be expressed in the paraventricular nucleus and play a pivotal role in the stress responses of the hypothalamic–pituitary–adrenal system. Chewing gum is known to relieve social aggression and occasional circumstantial stresses (Ekuni et al., 2012; Allen and Smith, 2015; Walker et al., 2016). The neuronal pathway responsible for this effect remains to be elucidated; however, this pathway may share some similarities with the heartbeat regulation by mastication observed in our studies. As our previous study revealed GABA signaling activation by mastication stimuli in the thalamus (Ogawa et al., 2018), examining the GABA neuronal activity in the thalamus and its connectivity with the hypothalamus using our model system could be a valuable assessment. Overall, our findings suggest the importance of mastication in the normal development of HA-dependent regulation of the heart during the post-weaning stage.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/, GSE236446.

## Ethics statement

The animal study was approved by the Institutional Animal Care and Use Committee of the Graduate School of Agricultural and Life Sciences at the University of Tokyo (submission numbers P19-112 for telemetric recording and P17-087 for transcriptome analysis). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

SL: Data curation, Investigation, Writing – original draft. RT: Data curation, Formal Analysis, Investigation, Methodology, Writing–review & editing. AY: Conceptualization, Data curation, Formal Analysis, Investigation, Supervision, Validation, Writing – original draft, Writing–review & editing. TN: Data curation, Formal Analysis, Funding acquisition, Supervision, Writing–review & editing. YS: Data curation, Formal Analysis, Investigation, Methodology, Writing–review & editing. MK: Project administration, Supervision, Validation, Writing–review & editing. KA: Project administration, Supervision, Validation, Writing–review & editing. TA: Conceptualization, Formal Analysis, Funding acquisition, Project administration, Supervision, Validation, Writing–review & editing.

## Funding

The author(s) declare financial support was received for the research, authorship, and/or publication of this article. This study was supported by the JSPS KAKENHI; Grant Numbers 18H00961 (TA) and 21 K11707 (TN).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Mastication stimuli regulate the heartbeat rate through rhythmic regulation by the hypothalamic-autonomic system; molecular and telemetric studies in weaning-stage rats
**Source:** Front Neurosci. 2023 Sep 14;17:1260655. doi: 10.3389/fnins.2023.1260655
**Supplement:** Supplementary file 1

Supplementary Table 1 Enrichment of the DEGs to GO terms

541 differentially expressed genes were analyzed for their enrichment in GO-terms using DAVID (*p*-value < 0.1, https://david.ncifcrf.gov/). Genes in shaded and plane columns were upregulated and downregulated in C-group, respectively.

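Collagen genes in the supplementary table were all called higher in the C group: 8 of 8 measured genes of collagen fibril organization, among them Col1a1, a chain of type I collagen, by 0.30 (SE 0.26, 5 rats per group), Lum, lumican, by 0.24 (SE 0.24) and Col5a1, a type V chain, by 0.17 (SE 0.20). Col5a1 was called by 1 probe set, while its other, which has the higher mean, was flat (0.00017) and not called. The table holds 9 of the 19 leptomeningeal fibroblast genes, a list whose mean stood at 0.81 in Chow 1, 0.64 in Chow 4 and -0.38 to -0.20 in the other C rats, and which turned lower in the C group without Chow 1 and Chow 4 (camera adjusted p = 0.775). That turn decides nothing about the diet, as leaving out the highest C rats alone lowers the C mean by construction. Blood vessel development was 8 higher and 0 lower, with Mef2c, a transcription factor of muscle and neurons, at 0.23 (SE 0.21). The mechanical stimulus term was 10 higher and 2 lower. Neuronal intermediate filaments were called lower in 4 of 5 genes, Nefm and Nefh, the neurofilament subunits, at -0.15 (SE 0.08) and -0.12 (SE 0.08), Prph, peripherin, at -0.14 (SE 0.14) and Ina, internexin, at -0.09 (SE 0.09), with Synm, synemin, higher by 0.20 (SE 0.12). The other probe set of Ina, which has the higher mean, was flat (-4.6e-05) and not called. In the separate filament list, with 1 probe set per gene, 3 of 6 genes were called lower. Its 5 varying members had a mean of -0.16 in Chow 5 and -0.07 to 0.10 in the other C rats. In the P group that mean was -0.10 to 0.12. Class I MHC genes split into 2 higher, RT1-T24-3 by 0.39 (SE 0.33) and RT1-T24-4 by 0.35 (SE 0.24), and 2 lower, RT1-S3 and RT1-CE16. Retinoic acid metabolism and collagen biosynthesis each had 3 higher and 1 lower, endochondral ossification 4 and 2, and oxygen transport 1 and 1. Over the 10 terms, 46 genes named alone could be matched, and rank products called 31 higher and 15 lower, as the table lists genes that the study had called on these rats. By limma 0 of the 46 passed. Of these 46, rank products called 23 without Chow 1, 25 without Chow 4, 15 without both and 26 without Powder 1.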

How the deposited data were processed for this re-analysis (not part of the article)

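Hypothalamic RNA of 10 male rats was measured on 1 Affymetrix rat genome array each, after 8 days on powdered feed (5 rats) or chow (5 rats), following 2 days of powdered feed from 3 weeks of age. The authors normalized the scans with factor analysis for robust microarray summarization in R 2.7.2, and the deposited values are in log2 units, between 5.23 and 13.96. Each column was joined to its rat by the sample identifier that names it, and 0 columns were left unmapped.

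This summarization pools the probes of a set into 1 factor and leaves a set almost flat where the probes share no signal. The median standard deviation (SD) over the 10 arrays was 0.00016. An array has no read depth, so precision is given by the spread between rats. Pairwise correlations between arrays lay between 0.9970 and 0.9991. The deposited values were used as they are.

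Of 31099 probe sets, 57 hybridization controls were left out. Probe sets were named from the array annotation: 20826 name a single gene, 436 several genes and 9780 none. For 20758 of the first kind the gene identifier is in the reference annotation, and 0 symbols were updated. The probe set with the highest mean stood for a gene in gene lists.

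Rank products were written in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3: fold changes of the 25 pairs of a C and a P rat were ranked over probe sets, the geometric mean rank was compared with 100 permutations, and a probe set was called at an estimated share of false positives below 0.05 in either direction. Limma 3.58.1 in R 4.3.3 fitted the diet, with moderated t tests and Benjamini-Hochberg adjusted p over 31042 probe sets. Exact permutation tests used all assignments of 5 against 5 rats. Arrays were clustered by average linkage on 1 minus the Pearson correlation, with scipy 1.17.1, and drawings were made with matplotlib 3.10.9.

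Named genes were the 9 of Table 1 and the 10 largest calls in each direction among probe sets naming a single gene and called in that direction, 29 in all. Gene lists numbered 33: the genes of Table 1, 16 lists of pathways (other neuropeptides, peptide receptors, glucocorticoid-responsive genes, immediate early genes, clock, GABA, IGF and BDNF, catecholamines, renin-angiotensin, oxidative phosphorylation, cholesterol synthesis, heat shock, MHC class I, interferon, intermediate filaments and retinoic acid) and 16 of cell types or neighboring tissue (leptomeninges, choroid plexus, erythrocytes, endothelium, mural cells, oligodendrocytes and their precursors, astrocytes, microglia, tanycytes, ependyma, anterior pituitary, thalamus, cortex and hippocampus, striatum and hypothalamic neurons). They hold 457 entries, of which 395 were matched and 62 were not. Each list was tested with camera (preset correlation 0.01) and, on the rank product calls, with Fisher's exact test, both adjusted over the lists, Fisher's test within each direction. A list was scored per rat as the mean of its varying members (SD above 0.1). Genes of the supplementary table named alone were matched by symbol.

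On simulated arrays of equal spread, rank products recovered 79 of 100 changes of 0.5 and 100 of 100 changes of 1.0, with 1 unchanged probe set called. With each probe set given its own measured spread they recovered 98 and 100, with 599 unchanged probe sets called, and with nothing changed they called 854. Limma on the second kind recovered 34 and 80, with 9 unchanged probe sets called, and camera called the changed list and 0 of 32 unchanged lists. The simulated count does not show how often camera calls lists by chance on the real arrays. There, other splits of the rats called a median of 5 lists and at most 13.

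Alternatives set before the data were examined were a filter on mean level or on variance, quantile normalization, median centring, leaving out each rat or Chow 1 with Chow 4, rank sums, scaling by the within-group SD, a replicate block, 1 probe set per gene, trended and robust variances, array weights, an estimated correlation, the rotation test fry, means over probe sets, other distances and linkages, and a stricter threshold of 0.01. Chosen after seeing the data were ratios of the log2 values, the control probe sets included, and restriction to probe sets with an SD above 0.1.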

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

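The tests on RT1 genes were chosen after the result was seen, and the distance of a single rat from its group was tested by a rule set before the data were examined.

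In 8 of the 58 groups of 5 rats, 1 rat stood far from the rest, its gap to the next rat exceeding 0.71 of the range of its group, where chance gives about 5% of unselected groups, or 1 in 20. That rate is no measure for these genes, since 20 of the 29 were chosen as the largest differences, which favors genes with 1 extreme rat, and 7 of the 8 cases lie in them. Pmch was high in Powder 4 (13.15, with a gap of 0.713 of the range). Lysmd4 was high in Powder 3 (7.91, gap 0.895), near Chow 2, Chow 3 and Chow 4 (7.95 to 8.01), while all other rats read 5.73 to 5.96. Pxmp4 was low in Powder 5 (gap 0.844). Entpd6 was low in Powder 3 (8.21, gap 0.881), near Chow 1, Chow 2 and Chow 3 (8.13 to 8.30), while all other rats read 9.08 to 9.27. In Lysmd4 and Entpd6 Powder 3 thus shared a level with C rats, and the cause of the separate levels was not tested. Uhrf1 was high in Powder 4 (gap 0.824). Tmem212 was low in Chow 1 (gap 0.830). Zfp420 was high in Chow 3 (gap 0.788). RT1-CE16 was high in Chow 5 (7.57, gap 0.819).

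Genes that the paper does not discuss exceeded the highest P rat in the C group: Cga by 3.22 and Tshb by 1.60 in Chow 4, and Amy1 by 1.396 in Chow 3.

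RT1 genes, the MHC of the rat, were called in opposite directions, 4 genes higher and 3 lower in the C group, with RT1-Bb among the lower by 1 of its 2 probe sets (0.09 and not called by the other). Within the diets, 73.5% of the variance of these 7 genes lay on 1 axis, where random sets of 7 varying genes gave a median of 44.6%, a 95th percentile of 61.4% and a maximum of 77.1%. Chow 5 and Powder 5 stood at one end of that axis (0.46 and 0.61) and Powder 2 and Powder 4 at the other (-0.46 and -0.32). A variant of the RT1 region that differs between these outbred rats is a candidate explanation, and the diet stays open, as RT1-CE16 differed by -0.48 with an exact permutation p of 0.183, lower in 4 of 5 C rats. No genotype was measured.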

How the results depend on the processing

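The alternatives that restrict probe sets to an SD above 0.1 were chosen after seeing the data, and the others named here were set before the data were examined. Rank product calls in all, higher and lower in the C group were 540, 294 and 246, and became 215, 118 and 97 with the filter on mean level, 214, 114 and 100 with the filter on variance, 218, 137 and 81 with 1 probe set per gene, 83, 26 and 57 with scaling by the within-group SD, 8, 2 and 6 with rank sums, 4, 1 and 3 with an SD above 0.1, and without Chow 1 and Chow 4 the calls were 301 in all and 49 higher. The replicate block gave 211 higher and 330 lower, although the replicate numbers do not pair the rats (correlations of the deviations from -0.325 to 0.279). Leaving out 1 rat at a time gave 296 to 538 calls, 118 to 349 higher and 113 to 320 lower, and limma calls of 0 to 1, the 1 without Powder 4. Chow 1 (337), Powder 1 (296) and, for 1 direction, Chow 4, Powder 2, Powder 4 and Powder 5 moved these counts by over 1.5 times. The exact p of the clustering ran from 0.0873 to 0.873, with the sign of the separation reversed without Chow 2 (0.516), Chow 3 (0.778) and Chow 5 (0.5). Of the 9 genes of Table 1, rank products called 5 with the filter on variance, 5 to 9 with 1 rat left out, 4 without Chow 1 and Chow 4, and 0 with rank sums, with scaling by SD and, of 8 genes, with an SD above 0.1. Camera lists went from 3 to 12 with quantile normalization, 16 with median centring, 0 with array weights, 0 with an estimated correlation and 0 with fry, and ran from 0 (without Powder 4) to 8 (without Chow 4) with 1 rat left out. The array medians ran from 7.367 in Powder 1 to 7.379 in Chow 1, against a median SD of 0.00016. Median centring thus moves almost flat probe sets by more than their own spread. Fisher's test on the calls, over lists and directions, passed 15 times, and 9 times at the threshold of 0.01, 9 without Chow 1 and Chow 4, and 2 with a background of an SD above 0.1. That background also leaves out called genes of smaller SD. The lists tested include that of Table 1, which the study picked among its calls. Called genes of the supplementary table went from 46 to 15 without Chow 1 and Chow 4 and ran from 23 to 41 with 1 rat left out. Without Chow 1 and Chow 4 the difference of Cd74 reversed to -0.098 and that of Plekhf2 to 0.049, neither called, and the leptomeningeal list turned lower (adjusted p = 0.775, against 2.58e-45 to 0.779 over its alternatives). These rats were the highest of all in Cd74 and in that list, so leaving them out of the C group alone lowers its mean by construction. The falls to 49 higher calls and to 15 genes of the supplementary table rest on the same removal from 1 group, which also leaves fewer C rats. Without Chow 2 the microglial list turned higher (adjusted p = 0.0442, against up to 0.982 with another rat left out). Over 707 tests of single lists under alternatives, 26 calls were lost, 37 gained and 2 reversed, with 66 turns of direction in lists not called, and over 593 of single genes 461 calls were kept, 130 lost and 2 reversed. A list or gene with no probe set left under a filter has no value there: camera could test 29 of the 33 lists with the filter on mean level, 32 with that on variance and 19 with an SD above 0.1. The cause was not tested.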

Differences from the paper's values

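The values compared were the counts of calls, the genes of Table 1 and the readings of Figure 2: they were close but not all equal, none apart by over 1.5 times on the same scale or opposite in sign, and the enrichment of terms in the supplementary table was not recomputed. With the paper's threshold, rank products made 294 higher and 246 lower calls in the C group, 540 with 2 probe sets counted in both, where the paper gives 292 and 249, 541 in all. The 9 genes of Table 1 had the paper's directions.

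Figure 2B needs a change of scale. Its horizontal axis is close to the log2 of the ratio of the mean log2 values of the groups, by readings that were made with the computed values known and not blind, and not to the difference of those means. The readings were measured on the picture with its axis ticks as the scale. Oxt lies at about -0.036 in Fig. 2B, where that ratio gives -0.035 and the difference is -0.25 on the log2 scale. Nmu lies at about 0.043 in Fig. 2B, against 0.044 for the ratio and 0.20 for the difference. On the axis of that figure Cga would stand at 0.21.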

Other observations

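The tests on splits of the rats and on leptomeningeal genes were chosen after the results were seen, as were the background of varying genes and the reading of the calls scaled by SD as a test of spread, while that scaling itself was planned.

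Growth factor genes were among the calls, with 5 rats per group: Igf2, a growth factor made in the meninges, was higher in the C group by 0.22 (SE 0.36) and Igfbp5, which binds it, by 0.12 (SE 0.08), with 11 of 14 IGF and BDNF genes not called (camera adjusted p = 0.153). The mean of the 4 varying genes of this list was 0.61 in Chow 1, 0.45 in Chow 4 and -0.33 to -0.14 in the other C rats, against -0.53 to 0.29 in the P group, highest in the rats in which the leptomeningeal genes were highest (0.81 and 0.64). Retinoic acid genes gave Aldh1a1 and Aldh1a2, which make the acid, at 0.24 (SE 0.17) and 0.26 (SE 0.35), Crabp2 at 0.16 (SE 0.35), Crabp1 at -0.12 (SE 0.10) and Cyp26b1, which degrades it, at -0.02 (SE 0.53), with 7 of 12 not called (camera adjusted p = 0.217), and the mean of the 6 varying genes, Aldh1a2 shared with the leptomeningeal list, was likewise 0.61 in Chow 1, 0.51 in Chow 4 and -0.34 to -0.26 in the other C rats. In the clock list 1 of 17 genes was called, Per2 at -0.05 (SE 0.11, camera adjusted p = 0.799), and in the interferon list 1 of 14, Isg15 at -0.08 (SE 0.13, camera adjusted p = 0.897). Oxidative phosphorylation had 0 of 17 called, cholesterol synthesis 0 of 12 and heat shock 0 of 8 (camera adjusted p = 0.291, 0.842 and 0.285). MHC class I genes and intermediate filaments had a camera adjusted p of 0.291 each.

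Markers of other cells and neighboring tissue were called in several lists. Alas2, of heme synthesis, and Hbb, a globin, were higher by 0.13 (SE 0.10) and 0.13 (SE 0.08), 2 of 4 erythrocyte genes (camera adjusted p = 0.153). Over the 2 varying erythrocyte genes the mean was 0.33 in Chow 3 and -0.08 to 0.06 in the other C rats. In the P group it was -0.24 to 0.07. Gfap and Aqp4 of astrocytes were higher by 0.16 (SE 0.11) and 0.09 (SE 0.07), with 8 of 10 not called (adjusted p = 0.383), and Bmp4 by 0.11 (SE 0.06) in 1 of 6 genes of oligodendrocyte precursors (adjusted p = 0.153). Other probe sets of Aqp4, at 0.04 and -4.0e-05, were not called. The 5 varying astrocyte genes averaged 0.23 in Chow 1 and -0.07 to 0.05 in the other C rats. In the P group they averaged -0.12 to 0.01. Slc17a7, a glutamate transporter of cortical neurons, was higher by 0.30 (SE 0.25) and Lamp5 lower at -0.07 (SE 0.11), 2 of 9 cortical genes (adjusted p = 0.153), and of 9 thalamic genes Rgs16 was higher by 0.09 (SE 0.07) and Tnnt1 lower (adjusted p = 0.826). The mean of the 4 varying cortical genes was 0.63 in Chow 1, -0.17 to -0.01 in the other C rats and -0.19 to 0.03 in the P group. Ependymal genes gave Rarres2 at 0.17 (SE 0.21), Drc12 at -0.16 (SE 0.08) and Tmem212 at -0.10 (SE 0.06) by the probe set that stands for it, with 5 of 8 not called (adjusted p = 0.153). Cga and Tshb were the 2 of 11 pituitary genes called (adjusted p = 0.217), Ttr the 1 of 14 of the choroid plexus (adjusted p = 0.285) and Dlx1, at -0.12 (SE 0.07), the 1 of 7 of hypothalamic neurons (adjusted p = 0.897). Over the 2 varying pituitary genes the mean was 2.11 in Chow 4, 0.95 in Chow 5 and -0.39 to -0.34 in the other C rats. In the P group it was -0.47 to -0.31. Called in 0 genes were oligodendrocytes (of 11), microglia (of 11), endothelium (of 13), mural cells (of 10) and tanycytes (of 9), with adjusted p of 0.383, 0.906, 0.906, 0.383 and 0.291. Striatal genes passed camera (adjusted p = 0.0440, and 0.602 with an estimated correlation) with 0 of 8 called and 7 of the 8 varying by less than 0.001. Over its alternatives that p ran from 0.00385 to 0.946. Camera called 3 of 33 lists (9 at an unadjusted p below 0.05), the rotation test fry 0, and on the rank product calls, Fisher's test passed 15 times over the lists and their directions, or 2 times against a background of 790 varying genes. Both counts include the Table 1 list, which the study picked among its calls on these rats. Its Fisher adjusted p was 0.0338 for higher and 2.35e-12 for lower calls, and 0.00134 for lower calls against varying genes. Those passes are no independent evidence. The background of varying genes also leaves out called genes of smaller SD, so it does not test the same calls.

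Chance is not excluded for the number of calls: with 20 permutations, rank products made 551 calls for the real diets, and 81 of 100 splits of the rats, the real one included, made as many, the highest other split 1485 (Chow 1, Chow 2, Chow 4, Powder 3 and Powder 4 against the rest). For camera chance is not excluded either (3 lists, as many in 73 of 100, highest other 13), and for limma the splits decide nothing, since any of them calls as many as the real 0 (100 of 100, highest other 29). Unequal spread of the probe sets may account for many of the calls, as 83 calls were made, against 540, once each probe set was divided by its within-group SD, and in simulated arrays with that spread 854 were called with nothing changed. A diet effect stays open, since the smallest adjusted p by limma, 0.986, does not show that the groups were alike.

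The leptomeningeal genes moved as a block from rat to rat. Within the diets, 93.9% of the variance of the 15 varying members lay on 1 axis, where random sets of 15 varying genes gave a median of 39.8% and a maximum of 64.4%. A differing amount of meninges left on the dissected blocks is a candidate explanation, with Col3a1 at 9.22 in the C group and 8.87 in the P group and 9 of the 19 genes held by the supplementary table. The diet was not excluded: the list was 0.27 higher in the C group, above every P rat in Chow 1 and Chow 4, with an exact permutation p of 0.397. The paper's text and the values used here give no weight or image of the blocks.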
